A study of Homo sapiens with 23 samples. Its data were reported in "TRPS1 modulates chromatin accessibility to regulate estrogen receptor alpha (ER) binding and ER target gene expression in luminal breast cancer cells" (2024).

How the data were processed

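Nascent transcription was measured by precision run-on sequencing (PRO-seq) in T47D cells, an estrogen receptor-positive luminal breast cancer line. In PRO-seq, cells are permeabilized and engaged RNA polymerases add a labeled nucleotide, so that sequenced reads report polymerases in the act of transcription and not the standing mRNA. The cells were a clone in which a degron tag had been inserted at the endogenous TRPS1 locus. The tagged TRPS1 protein is destroyed when the ligands dTAG-13 and dTAG-V-1 (50 nM each, called dTAG here) recruit ubiquitin ligases to it. Cells received dTAG for 0.5, 1, 2, 4 or 24 h, or the vehicle DMSO as the control.

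Per the study's methods, the authors removed adapters with cutadapt, collapsed PCR duplicates by a random molecular identifier in the adapter, discarded reads that aligned to ribosomal DNA, aligned the rest with bowtie2, and counted reads in genes with bedtools. The values that the authors deposited are these raw read counts per gene, whole numbers without normalization, in a table of 60605 Ensembl gene identifiers and 23 libraries. The genome build, the gene annotation and the use of strand in the counting are not stated for these libraries. Because molecular identifiers were collapsed, a count is close to a count of molecules, and the intervals given for shares cover counting error only. Reads inside overlapping or antisense genes can be counted more than once in such a table, so values of overlapping genes were treated as uncertain.

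Samples were grouped by their titles into DMSO and the 5 dTAG time points, with 4 replicates each, except 24 h with 3 (replicates 2, 3 and 4). A 24 h library of replicate 1 was not analysed here. The replicate numbers also come from the titles. Per the study's methods, replicates were treated and harvested at separate times within a day, so libraries with the same number share a harvest. Whether the numbers pair the libraries was checked by correlating each library's deviations from its group mean across genes.

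Counts were analysed in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest). Low-count genes were removed with filterByExpr (minimum count 10, minimum total 15), which kept 26057 genes for the fit of all 23 libraries and 25255 genes for the fit of the 20 libraries from DMSO to 4 h. The kept genes held 99.5% to 99.6% of each library's counts. Library sizes were scaled by TMM factors. Two-sided p-values were adjusted over all kept genes by the Benjamini-Hochberg method, and genes with an adjusted p-value (FDR) under 0.1, the threshold of the study, are called changed. The time course was tested by a quasi-likelihood F-test over the 4 time points from 0.5 to 4 h, and each dTAG time point was contrasted with DMSO in a fit of all libraries. Neither fit held a replicate term, since the study's methods name none. The same fits with the replicate number as a block were run beside them. Standard errors of log2 fold changes are the fold change divided by the square root of its F statistic. CPM values are counts scaled by edgeR to library sizes multiplied by their TMM factors.

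Gene sets were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01 for 5 sets at 3 time points, with Benjamini-Hochberg adjustment over the 15 tests. The sets were written from general knowledge of pathway membership after the paper had been read and before the counts were seen. They hold 22 cholesterol synthesis genes, 56 DNA replication genes, 58 estrogen-induced genes out of 60 listed (WISP2 and SLC9A3R1 are older symbols that matched no annotated name), 54 mitosis genes and 78 ribosomal protein genes, and every matched gene passed the filter. Because camera p-values depend on the assumed correlation between genes, each was also compared with 50 assignments of the time labels to libraries, the real one included, shuffled within replicate numbers. These shuffles move libraries of different time points into one group, so they carry part of the real differences.

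Genes named in the text followed a rule set before the counts were seen: TRPS1 in every library; ESR1, GREB1, PGR, MYC, CCND1 and MCM2; the 3 called genes with the largest rise and the 3 with the largest fall at 0.5 h and at 24 h, with a mean of at least 100 counts per library and the same direction in every same-numbered pair; and the 3 genes with the smallest p-value over the time course. The other genes that the rule fixed by name are not reported here, and counts over the fixed or named genes leave them out. Called genes of the time course were put into classes by the sign of their mean log2 fold change and the time point of their extreme value. Gene symbols, spans and overlaps were taken by Ensembl identifier from GENCODE release 44 on the hg38 assembly, which matched 60463 identifiers. Of the kept genes, 10570 overlap another annotated gene on the same strand.

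Alternatives were median-of-ratios size factors, total counts only, no low-count filter, DESeq2 1.42.0, the replicate block, leaving out each replicate number in turn, other sets of samples in a fit, and for gene sets the rotation test fry and an inter-gene correlation of 0.05. A restriction to non-overlapping genes had been planned only for a count table with coordinates. This one has none, so the restriction was added later with GENCODE spans. The fits were tested on simulated data, in which counts were drawn from the real means and library sizes. In them, 200 genes, drawn from those with higher counts, changed by a log2 fold change of 0.5. A further set of genes changed by less, and calls of those genes were not counted as false. The simulated change of 0.5 was larger than the median called change in the real data. The recovered shares therefore do not tell what share of real changes was found. Without a simulated replicate effect, 86.0% of the 200 genes were recovered at 0.5 h among 25555 genes tested, and 7.11% of 197 calls were false. With a simulated replicate effect, 61.5% were recovered without the block and 83.5% with it among 25297 genes tested, at 0% and 7.37% false calls. Library totals ranged from 4408544 to 17571616 counts. Figures were drawn with matplotlib 3.10.9.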

Results

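The data were PRO-seq read counts per gene from 23 libraries of T47D cells carrying a degron on TRPS1, a GATA-family repressor. Cells were treated with DMSO (n = 4) or with dTAG for 0.5, 1, 2 and 4 h (n = 4 each) or 24 h (n = 3). Total counts ranged from 4408544 to 17571616 per library, with a median of 9768427. Replicate 1 had the lowest median total, 7001408 with a range from 4408544 to 7886241, against medians of 9173670, 13718200 and 12112166 for replicates 2, 3 and 4. Mitochondrial genes took between 1.73% and 6.5% of a library's counts, with the highest share in replicate 1 at 4 h. No library of a group matched another within sampling noise, as chi-square values per degree of freedom between replicates lay between 1.63 and 40.6.

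Libraries differed by replicate number as well as by treatment. Across genes, deviations from the group mean correlated at a mean r of 0.287 between libraries with the same replicate number (55 pairs) and at -0.0825 between libraries with different numbers (165 pairs). Genes are not independent replicates, so this r describes the libraries. The mean was 0.578 for replicate 1, 0.0896 for replicate 2, 0.434 for replicate 3 and 0.141 for replicate 4. The first principal component held 44.5% of the variance and placed the 5 replicate 1 libraries between -95.2 and -39.4, below every other library. The common dispersion fell from 0.0249 to 0.00489 when the replicate number entered the fit as a block. Tests against DMSO are therefore given without the block, as designed, and with the block.

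**Figure D1:**
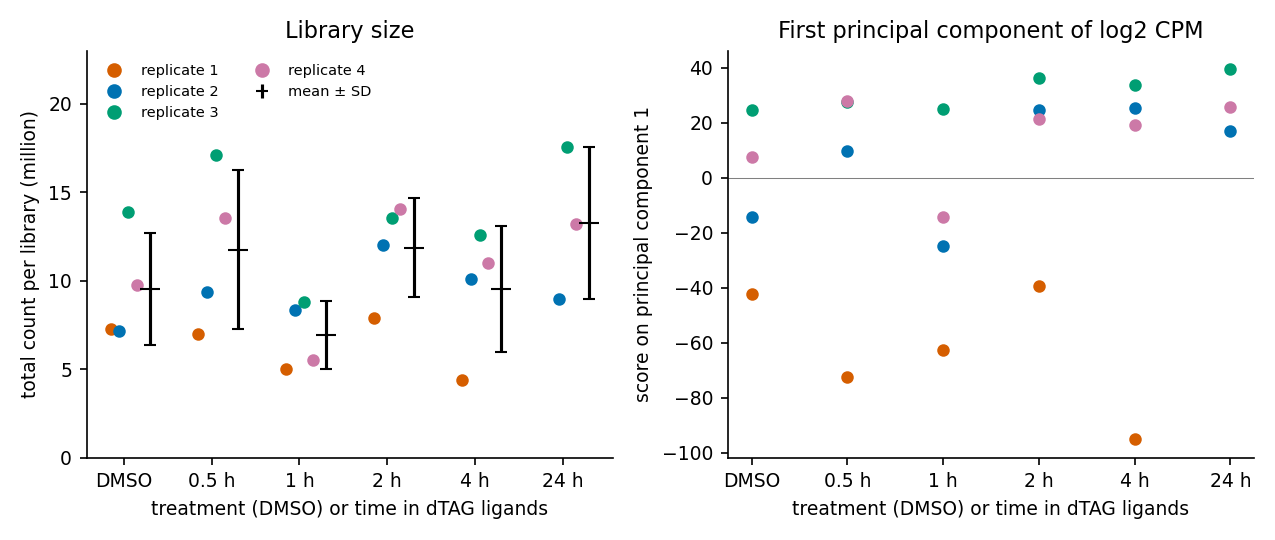
Total counts per library (left) and the score of each library on the first principal component of log2 CPM (right), by treatment, where points are libraries colored by replicate number, and black bars on the left are the mean ± SD of each group. Replicate 1 libraries have totals of at most 7886241 and lie between -95.2 and -39.4 on the component.

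TRPS1 (ENSG00000104447; hg38, chromosome 8, 115408496 to 115809673, minus strand) was examined first, since the ligands act on its protein and not on its gene. TRPS1 transcription in the DMSO libraries was 9171, 7997, 10157 and 9359 CPM in replicates 1 to 4. It was 9933, 8928, 10774 and 10474 CPM at 0.5 h, and 10261, 10143, 11137 and 11154 CPM at 1 h. The 2 h libraries gave 9484, 8989, 10794 and 11408 CPM, and the 4 h libraries gave 10775, 9821, 11025 and 10994 CPM. At 24 h, replicates 2 to 4 gave 9757, 11631 and 11979 CPM. The counts thus give no direct check of TRPS1 depletion, which occurs at the protein level. The dTAG library was above the same-numbered DMSO library in 19 of 19 pairs. The log2 fold change lay between 0.13 at 0.5 h and 0.28 at 24 h. Without the block, no time point reached the threshold, with edgeR adjusted p-values from 0.288 to 0.831. With the replicate block, all 5 did, with log2 fold changes of 0.13 ± 0.03 (SE) at 0.5 h, 0.22 ± 0.03 at 1 h, 0.15 ± 0.03 at 2 h, 0.22 ± 0.03 at 4 h and 0.27 ± 0.04 at 24 h, and edgeR adjusted p-values from 0.000135 to 0.0558. DESeq2 without the block called the rise at 24 h, with an adjusted p of 0.0865, and at no earlier time point. Whether TRPS1 passed the threshold therefore depended on the block and on the tool.

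**Figure D2:**
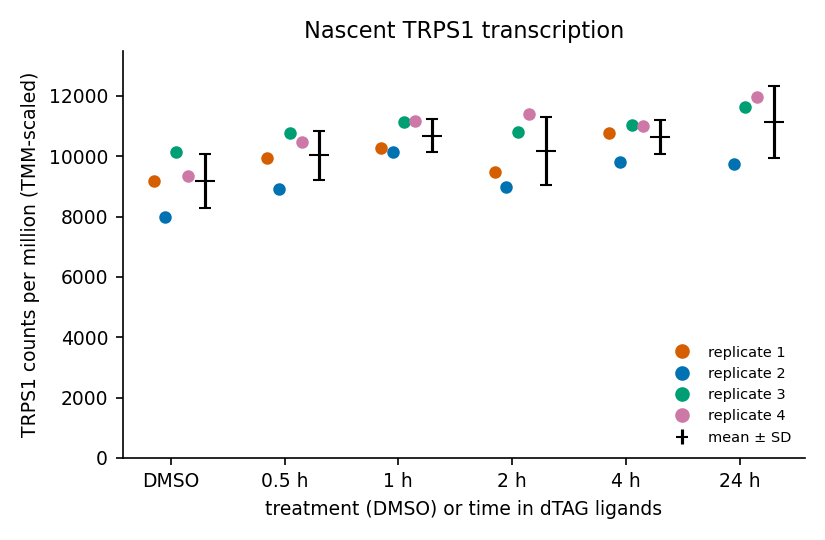
TRPS1 transcription in TMM-scaled CPM (vertical axis) by treatment (horizontal axis); points are libraries colored by replicate number and black bars are the mean ± SD of each group. Group means rose from 9171 CPM in DMSO to 11122 CPM at 24 h, and each dTAG library lay above the DMSO library of its number.

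The time course from DMSO to 4 h asks which genes change transcription at any point in the first hours of TRPS1 depletion. Without the block, 335 of 25255 genes passed an FDR of 0.1 in edgeR's quasi-likelihood F-test, 162 with a positive and 173 with a negative mean log2 fold change. With the replicate block, 1162 genes passed, 583 positive and 579 negative, and 334 of the 335 genes were among them. The alternative that moved this count most in the other direction was leaving out replicate 4 without the block, which called 38 genes. DESeq2's likelihood ratio test called 578 genes on the same libraries.

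The smallest p-values over the time course belonged to HMGCS1, GRIK4 and KCNMA1. HMGCS1 (ENSG00000112972; chromosome 5, 43287470 to 43313512), a cholesterol synthesis gene, rose from 62.0 ± 2.50 CPM (SD, n = 4) in DMSO to 88.5 ± 2.42 CPM at 2 h and was 65.2 ± 3.42 CPM (n = 3) at 24 h. Its log2 fold change was 0.51 ± 0.04 (SE) at both 2 h and 4 h, with edgeR adjusted p-values of 2.7e-06 and 1.8e-06, and 5.8e-08 and 3.1e-08 with the block. GRIK4 (ENSG00000149403; chromosome 11, 120511746 to 120988906) went from 311.2 ± 8.91 CPM (SD, n = 4) in DMSO to 236.6 ± 4.92 CPM at 4 h and 242.9 ± 5.27 CPM (n = 3) at 24 h. Its log2 fold change at 4 h was -0.40 ± 0.03 (SE), with an edgeR adjusted p of 1.8e-06, and of 5.0e-08 with the block. KCNMA1 (ENSG00000156113; chromosome 10, 76869601 to 77638369) had a log2 fold change of 0.15 ± 0.04 at 0.5 h and -0.31 ± 0.04 at 4 h, with edgeR adjusted p-values of 0.148 and 0.000203 (0.0465 and 3.0e-05 with the block).

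**Figure D3:**
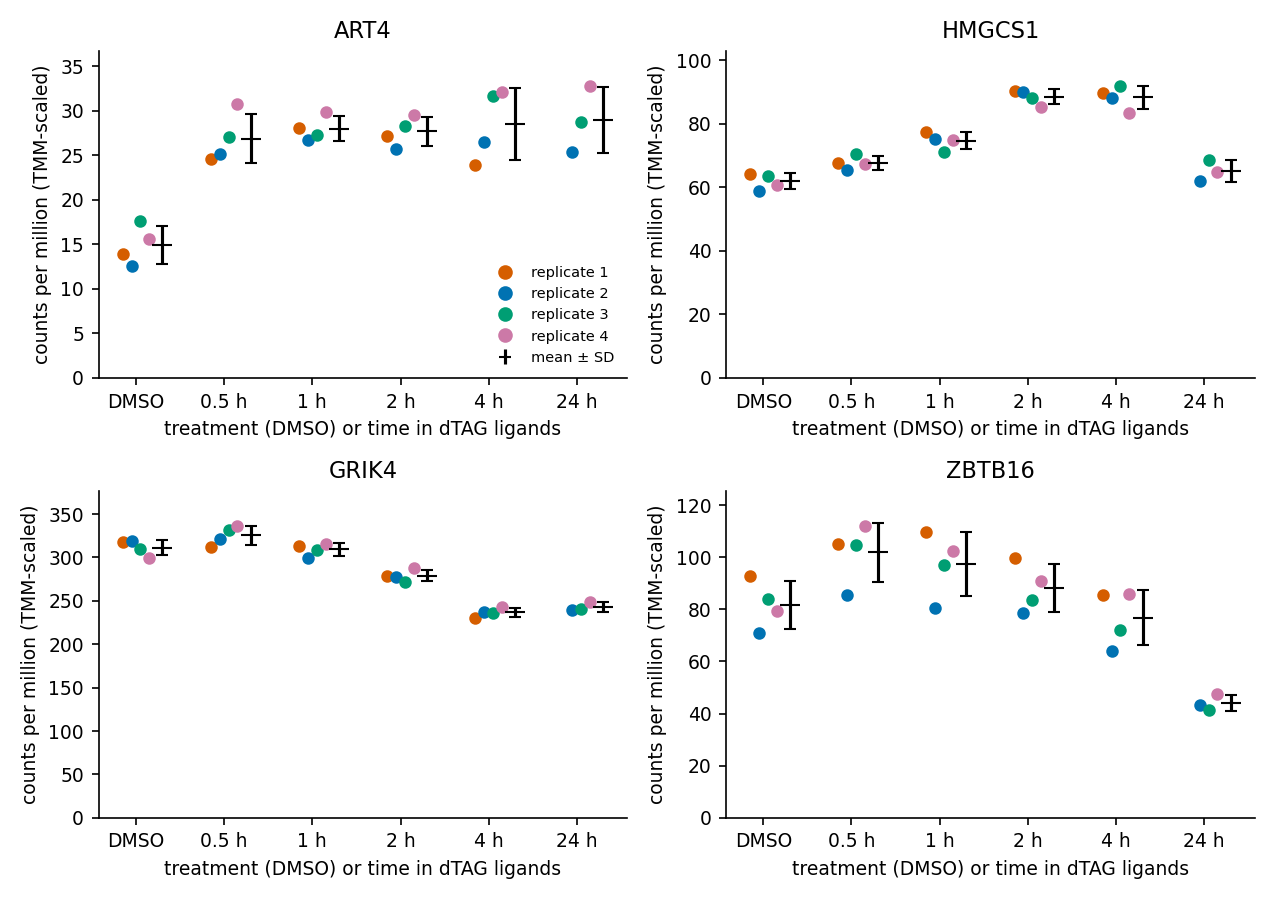
Transcription of ART4, HMGCS1, GRIK4 and ZBTB16 in TMM-scaled CPM (vertical axes) by treatment (horizontal axes); points are libraries colored by replicate number and black bars are the mean ± SD. ART4 rose from 14.9 CPM in DMSO to 26.9 CPM at 0.5 h, HMGCS1 peaked at 2 and 4 h, and GRIK4 fell from 311.2 to 236.6 CPM by 4 h. ZBTB16 was 81.7 CPM in DMSO, 101.8 CPM at 0.5 h and 44.2 CPM at 24 h.

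Each time point was then compared with DMSO. At 0.5 h, the earliest sample and the nearest to the primary response, 124 of 26057 genes were called without the block, 61 higher and 63 lower, with 2002 genes at an unadjusted p under 0.05. The calls numbered 325 at 1 h (134 higher, 191 lower), 191 at 2 h (112 higher, 79 lower), 217 at 4 h (137 higher, 80 lower) and 225 at 24 h (147 higher, 78 lower). With the replicate block, the counts were 645 (291 higher, 354 lower), 846 (389 higher, 457 lower), 634 (339 higher, 295 lower), 650 (403 higher, 247 lower) and 691 (372 higher, 319 lower) at the successive time points. Every gene called without the block at 0.5, 1, 2 and 24 h was also called with it, and 216 of 217 at 4 h. The changes were small: the median size of a called log2 fold change was between 0.29 and 0.35 without the block and between 0.21 and 0.25 with it. The median log2 fold change of all genes stayed between 0.00 and 0.01. The scaling of the libraries holds this median near 0, so a shift shared by most genes would not be seen. The block moved the 0.5 h count most in number of genes, and a fit of the DMSO and 0.5 h libraries alone moved it most as a ratio, to 2 genes.

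**Figure D4:**
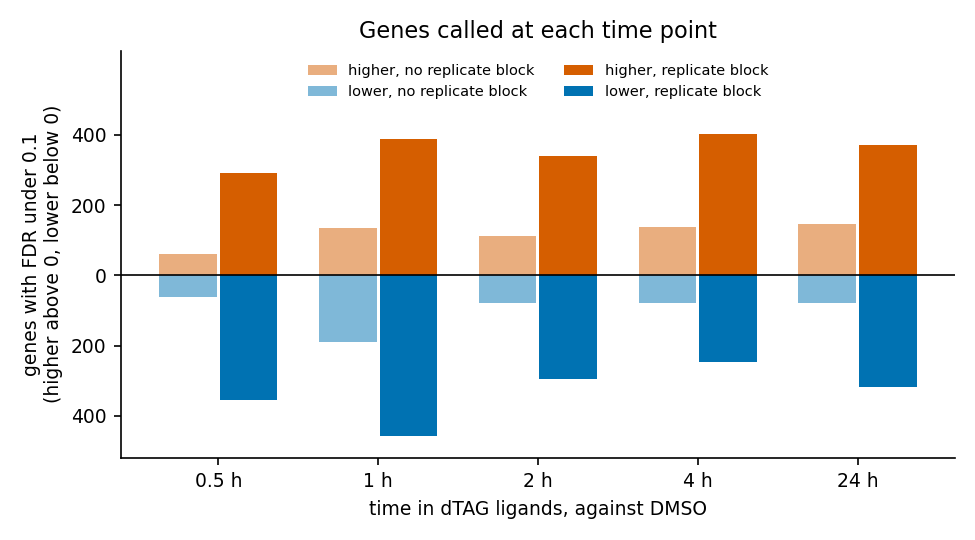
Number of genes with FDR under 0.1 (vertical axis; higher than DMSO above the line, lower below it) at each time in dTAG (horizontal axis), without the replicate block (pale bars) and with it (dark bars). Counts with the block exceeded those without at every time point, for example 645 against 124 genes at 0.5 h.

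By the rule for named genes, the largest rises at 0.5 h were FPR1, ART4 and ZNF350-AS1. FPR1 (ENSG00000171051; chromosome 19, 51745172 to 51804115) went from 5.28 ± 0.977 to 10.4 ± 1.29 CPM (SD, n = 4 each), a log2 fold change of 0.98 ± 0.16 (SE) with an edgeR adjusted p of 0.00576 (0.000992 with the block). ART4 (ENSG00000111339; chromosome 12, 14825569 to 14843526) went from 14.9 ± 2.16 to 26.9 ± 2.78 CPM (SD, n = 4 each), a log2 fold change of 0.84 ± 0.11 (SE) with an edgeR adjusted p of 0.00065 (1.3e-06 with the block). ZNF350-AS1 (ENSG00000269235; chromosome 19, 51949116 to 51981367), a long noncoding RNA, had a log2 fold change of 0.60 ± 0.08 and an edgeR adjusted p of 0.00065 (8.5e-05 with the block). FPR1, ART4 and ZNF350-AS1 were called at all 5 time points in both fits, and each was higher in 19 of 19 same-numbered pairs. The naming rule itself required the call without the block and the direction of the pairs at the time points for which they were named. FPR1 overlaps another gene on its strand and, on the other strand, FPR3, which averaged 91.3 counts per library against 101.3 for FPR1. ZNF350-AS1 runs antisense to ZNF350, which averaged 760.8 counts per library against 280.9 for ZNF350-AS1. Their values are uncertain, because it is not stated that the counting used strand. ART4 overlaps C12orf60 on the other strand, which averaged 691.7 counts against 273.7 for ART4, so the same caution holds.

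The largest falls at 0.5 h were RBBP8NL, LINC02925 and SFXN3. Their log2 fold changes at 0.5 h were -0.45 ± 0.10 (SE) for RBBP8NL (chromosome 20, 62410237 to 62427539), -0.43 ± 0.07 for LINC02925 (chromosome 22, 46541495 to 46548196) and -0.41 ± 0.08 for SFXN3 (chromosome 10, 101031234 to 101041241). The edgeR adjusted p-values were 0.0847, 0.00315 and 0.0213, and 0.0138, 0.000997 and 0.000323 with the block. All 4 same-numbered pairs were lower for each gene, which the naming rule itself required. RBBP8NL and SFXN3 lost their call with total counts only, at log2 fold changes of -0.45 and -0.42, and RBBP8NL also without the low-count filter and when any replicate number was left out. SFXN3 overlaps PDZD7 on the other strand, which averaged 160.2 counts against 229.4 for SFXN3, so its value is uncertain too. SFXN3 was back near its DMSO level at 24 h, with a log2 fold change of -0.08 ± 0.08.

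At 24 h, the largest rises were ART4 (0.95 ± 0.11), FPR1 (0.85 ± 0.17) and CYP4B1 (0.78 ± 0.10), as log2 fold changes with SE, and edgeR adjusted p-values of 0.000228, 0.0174 and 0.000269 (2.1e-07, 0.0061 and 3.9e-05 with the block). CYP4B1 (ENSG00000142973; chromosome 1, 46757838 to 46819413) rose step by step, from 0.30 ± 0.09 at 0.5 h through 0.62 ± 0.09 at 2 h. The largest falls were ZBTB16 (ENSG00000109906; chromosome 11, 114059041 to 114256765), KRT23 (ENSG00000108244; chromosome 17, 40922700 to 40937646) and KCNK5 (ENSG00000164626; chromosome 6, 39188971 to 39229475). ZBTB16 went from 81.7 ± 9.14 CPM (SD, n = 4) to 44.2 ± 3.07 CPM (SD, n = 3), a log2 fold change of -0.89 ± 0.12 (SE) with an edgeR adjusted p of 0.000613 (9.8e-08 with the block). Before that, its log2 fold change was 0.32 ± 0.11 at 0.5 h and 0.25 ± 0.11 at 1 h. All 4 same-numbered pairs were higher at both times. The edgeR adjusted p-values were 0.362 and 0.472 (0.00185 and 0.0159 with the block), so edgeR called this early rise only with the block. KRT23 and KCNK5 had log2 fold changes of -0.81 ± 0.10 and -0.66 ± 0.08 and edgeR adjusted p-values of 0.000278 and 0.000269 (5.0e-05 and 1.2e-05 with the block). All 3 same-numbered pairs were lower at 24 h for ZBTB16, KRT23 and KCNK5, which the naming rule itself required. KRT23 overlaps ENSG00000234477 on the other strand, which averaged 78.1 counts against 211.3 for KRT23, so its value is uncertain.

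The kinetics of the genes called over the time course were summarized by the time point of their extreme value. Without the block, 33.3% of the 162 activated genes had their extreme at 0.5 or 1 h (95% Wilson interval 26.5% to 40.9%) and 79 of them at 4 h. Of the 173 repressed genes, 65.3% had an early extreme (58.0% to 72%), most often at 1 h (73 genes). With the replicate block, the early shares were 41.7% of 583 activated genes (37.7% to 45.7%) and 65.6% of 579 repressed genes (61.7% to 69.4%). The intervals treat genes as independent and cover counting error only. The early share was higher among repressed than among activated genes under each alternative tried. The shares were closest without replicate 1, at 43.5% of repressed and 39.3% of activated genes. When any 1 replicate was left out, the early share was from 31.2% to 47.4% for repressed genes and from 9.09% to 39.3% for activated genes. Extremes were taken without regard to their error, and each 1 h library held at most 8789399 counts.

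Genes called at 0.5 h were followed to later times to ask how long the early response lasted. Of the 124 genes called without the block, 99.2% had the same sign at 1 h, 96.0% at 2 h, 92.7% at 4 h and 86.3% at 24 h, and 85, 59, 47 and 31 were also called in that direction. With the replicate block, 645 genes gave 97.7%, 93.8%, 84.5% and 78.1%. These contrasts share their DMSO libraries, which raises the agreement. When genes were called against DMSO replicates 1 and 2 and followed against DMSO replicates 3 and 4, the shares were 82.4%, 78.8%, 75.3% and 64.7%. The reverse split gave 100%, 86.5%, 78.4% and 75.7%. The first split called 85 genes at 0.5 h and the reverse 37. Neither used the block, so differences between replicate numbers also enter these shares. The shares therefore do not isolate the effect of the shared DMSO libraries. Without the block, 29 genes were called at all 5 time points, and 69 with it. The effects at 24 h and at 0.5 h were also compared with each other: 519 genes differed without the block (313 higher and 206 lower at 24 h) and 1653 with it.

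Genes fixed beforehand included estrogen receptor targets. ESR1, which encodes the receptor, had log2 fold changes between -0.07 and -0.04 and was lower in 17 of 19 same-numbered pairs. ESR1, GREB1 and MCM2 were called in no contrast with DMSO in either fit, with smallest edgeR adjusted p-values of 0.266, 0.127 and 0.19, all with the block. MCM2 did pass in the time-course test, with an edgeR adjusted p of 0.0929 (0.0172 with the block), and its log2 fold change went from 0.17 at 0.5 h to -0.16 at 4 h. PGR fell by 0.23 ± 0.08 (SE) on the log2 scale at 2 h, with an edgeR adjusted p of 0.328 (0.000316 with the block), and was lower in 18 of 19 pairs. CCND1 fell by 0.25 ± 0.07 at 1 h, with an edgeR adjusted p of 0.146 (0.000761 with the block), and was lower in 19 of 19 pairs. DESeq2 without the block called CCND1 at 1 h, with an adjusted p of 0.0422. CCND1 overlaps LTO1 on the other strand, which averaged 772.0 counts against 1583 for CCND1, so its value is uncertain. MYC had a log2 fold change of 0.16 ± 0.07 at 0.5 h, with an edgeR adjusted p of 0.593 (0.0762 with the block), and lay between -0.05 and 0.01 later. Over the 35 tests of the 7 fixed genes reported here, TRPS1 included, 0 passed without the block and 13 with it when adjusted over all genes, and 7 and 22 when adjusted over these genes alone at each time point.

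Gene sets addressed the cholesterol, estrogen response and cell-cycle genes that the study examined. Of the 15 camera tests, 12 passed an adjusted p of 0.1 without the block and 11 with it. The count itself was not unusual: among 50 assignments of the labels within replicate numbers, 4 gave as many sets without the block and 10 with it. Tests of single sets differed widely on this scale, so each test is given with its own number of assignments, the real one included, that gave a camera p as small.

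Cholesterol synthesis genes were higher at 4 h, with a median log2 fold change of 0.23, 19 of 22 genes up, a camera adjusted p of 3.9e-23 (9.2e-29 with the block) and 1 of 50 assignments in both fits. Adjusted over the set alone, 14 of the 22 genes passed, and 7 adjusted over all genes (16 and 13 with the block). At 0.5 h, the set median was 0.00 and the camera adjusted p was 0.369 (0.319 with the block), with 40 of 50 assignments (39 with the block). At 24 h, it was -0.05, with a camera adjusted p of 0.098 (0.105 with the block) and 29 of 50 assignments (28 with the block). Ribosomal protein genes were higher at 0.5 h, with a median of 0.13, 77 of 78 genes up (0.10 and 72 with the block), a camera adjusted p of 4.7e-10 (3.5e-16 with the block) and 1 of 50 assignments in both fits. The rotation test fry did not call this set at 0.5 h. With one replicate left out, the 0.5 h median ran from 0.0708 without replicate 1 to 0.162 without replicate 2. Camera called the set each time, with its largest adjusted p, 6.7e-05, without replicate 1. Adjusted over the set alone, 4 of the 78 genes passed (35 with the block), and adjusted over all genes 1 did (9 with the block). At 4 h, the ribosomal protein median was 0.07, with a camera adjusted p of 0.0238 (0.00863 with the block) but 16 of 50 assignments (24 with the block), and fry did not call it. At 24 h, the median was -0.02 without the block and 0.03 with it, with a camera adjusted p of 0.65 (0.264 with the block) and 44 of 50 assignments (36 with the block).

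Mitosis genes were lower at 24 h, with a median log2 fold change of -0.24, 53 of 54 genes down, a camera adjusted p of 7.7e-47 (7.4e-58 with the block) and 1 of 50 assignments in both fits. Adjusted over the set alone, 45 of the 54 genes passed (48 with the block), and adjusted over all genes 19 did (35 with the block). At 4 h, their median was 0.05, with a camera adjusted p of 0.00251 (0.000547 with the block) and 23 of 50 assignments (22 with the block). There, 44 of 54 genes were up (47 with the block), and fry also called the set (fry adjusted p 0.0196). Of the 54 genes, 0 passed at 4 h when adjusted over the set alone (1 with the block). The assignments moved 24 h libraries, where the set fell, into other groups. Their number therefore cannot decide on the small 4 h rise. At 0.5 h, the camera adjusted p for mitosis genes was 0.965 (0.939 with the block), with 49 of 50 assignments in both fits. DNA replication genes were lower at 24 h, with a median of -0.11, 53 of 56 genes down, a camera adjusted p of 2.0e-11 (1.1e-14 with the block) and 2 of 50 assignments in both fits. Of the 56 genes, 3 passed at 24 h when adjusted over the set alone (24 with the block). When adjusted over all genes, 1 passed (9 with the block). At 0.5 h, the DNA replication median was 0.07, with a camera adjusted p of 0.000126 (1.4e-05 with the block) and 16 of 50 assignments (13 with the block). Fry also called the set at 0.5 h (fry adjusted p 0.00283), and 46 of 56 genes were up (45 with the block). Adjusted over the set alone, 0 genes passed (5 with the block). The same limit of the assignments holds here, since this set also fell at 24 h. At 4 h, the set was lower, with a median of -0.05 (-0.06 with the block), 44 of 56 genes down, a camera adjusted p of 3.8e-06 (1.5e-06 with the block) and 3 of 50 assignments (4 with the block).

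Estrogen-induced genes were lower at 0.5, 4 and 24 h, with medians of -0.07, -0.06 and -0.09 (-0.07, -0.06 and -0.05 with the block) and camera adjusted p-values of 0.0147, 0.000953 and 1.8e-06 (0.00471, 0.000871 and 6.9e-05 with the block). Assignments with a camera p as small were 7, 4 and 1 of 50 without the block, and 7, 6 and 1 with it. Those with a median as large were 2, 5 and 1, and 1, 3 and 3 with the block. Fry called the set at 24 h and not at 0.5 or 4 h, and camera at an inter-gene correlation of 0.05 did not call it at 0.5 h. At 0.5 h, 39 of the 58 genes were down, and genes of the set were called in both directions: 4 lower and 1 higher at 0.5 h, and 9 lower and 7 higher with the block. Adjusted over the set alone, 13 of the 58 passed at 0.5 h (28 with the block). Camera was not run for this set at 1 and 2 h. Its medians there were -0.10 and -0.13 without the block, lower than at the other time points. At 2 h, 26 of the 58 passed when adjusted over the set alone (39 with the block), the most of any time point.

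**Figure D5:**
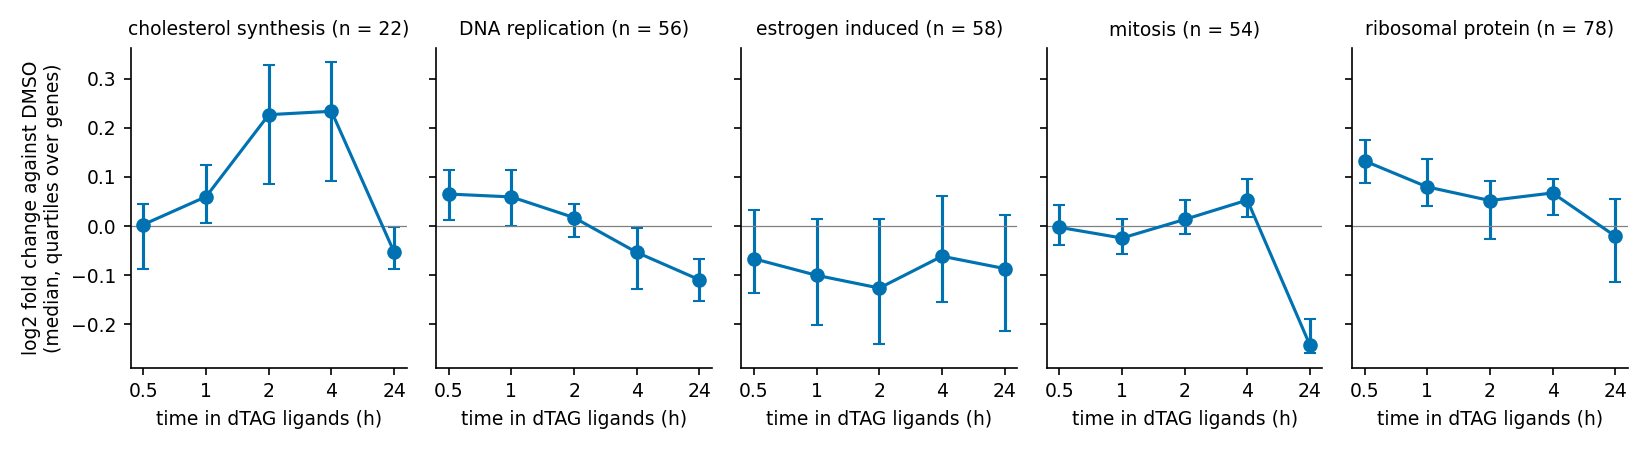
Median log2 fold change against DMSO (vertical axis; bars are quartiles over the genes of a set) at each time in dTAG (horizontal axis, hours, evenly spaced) for 5 gene sets, without the replicate block. Cholesterol synthesis genes reached a median of 0.23 at 2 and 4 h, and mitosis genes fell to -0.24 at 24 h.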

Values the study reported

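In the study, 1,425 genes had dynamic nascent transcription, found with a likelihood ratio test in DESeq2. Among estrogen-activated receptor target genes that it defined from separate data, it reported 65 that rose and 58 that fell after TRPS1 depletion.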

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

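The tests of the difference between 24 h and 0.5 h against library size, normalization and the missing replicate were chosen only after that difference was seen.

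A single library stood apart from the other three of its group in 5 of the 115 groups tested, where chance gives about 1 in 20, or 5.75. The measure was the gap to the nearest library as a share of the group's range. The TMM factor of replicate 1 at 4 h was 0.858 against a nearest value of 1.01, a gap share of 0.860. The others were single genes on the log2 CPM scale: ESR1 in replicate 2 at 4 h (0.895), MYC in replicate 4 at 4 h (0.892), CCND1 in replicate 4 at 1 h (0.864) and SFXN3 in replicate 2 at 4 h (0.868). The number of such libraries was not above chance. The library with the low TMM factor also had the lowest total count, 4408544, and the highest mitochondrial share, 6.5%. No biological explanation was tested for these libraries.

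The effects of dTAG at 24 h and at 0.5 h differed for 7 of the 20 named genes in edgeR's test of the difference without the block, and for 11 with it. With the block, TRPS1, PGR, MCM2 and ZNF350-AS1 also differed, by log2 differences of 0.14, -0.16, -0.27 and -0.23. Without the block, the log2 differences were 0.33 for SFXN3, 0.48 for CYP4B1, -1.21 for ZBTB16, -0.81 for KRT23, -0.49 for KCNK5, -0.42 for GRIK4 and -0.41 for KCNMA1. Several of these genes were named because of their values at 0.5 or 24 h, so their number is not an unbiased share. Replicate 1 has no 24 h library here, and 7 of the 7 still differed when replicate 1 was left out. After thinning every library to 4408544 counts, 5 still differed. With total counts only for library size, 6 still differed. Library size, normalization and the missing replicate therefore did not fully account for the differences. Across all genes, 519 differed, against 469 without replicate 1, 174 after thinning and 127 with total counts only, so the size of the list depended on depth and scaling. GC content and gene length were not tested for this difference, and it cannot be told apart from them. Reads of an overlapping gene cannot account for CYP4B1, KCNK5 and GRIK4, which overlap no gene that passed the count filter, or for ZBTB16, whose only such partner averaged 25.5 counts against 844.2.

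Of the gene sets, 4 also differed between 24 h and 0.5 h by camera. The median log2 differences were -0.22 for mitosis genes (camera adjusted p 1.2e-39), -0.19 for DNA replication genes (2.0e-21), -0.14 for ribosomal protein genes (2.9e-08) and -0.0532 for estrogen-induced genes (0.0182). Assignments of the labels within replicate numbers with a camera p as small, the real one included, were 1, 1, 2 and 8 of 50, and 1, 1, 1 and 18 of 50 with the block. The estrogen-induced difference thus did not stand apart from other assignments, and with the block its camera adjusted p was 0.229. No technical explanation beyond the assignments was tested for the sets.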

How the results depend on the processing

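The tests, named-gene rule, sets and most alternatives were fixed before the data were examined. The restriction to genes without a same-strand overlap, the block combined with leaving out replicate 1, DESeq2 combined with the 24 h libraries, and the settings of the kept-direction shares other than the splits of the DMSO libraries were chosen after seeing the data. The cause was not tested for any of the changes below.

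Gene counts depended strongly on the settings. With median-of-ratios size factors they stayed within 1.5 times of the reported counts, from 120 genes at 0.5 h to 339 over the time course. In the order time course, 0.5, 1, 2, 4 and 24 h, they were 335, 124, 325, 191, 217 and 225 as reported. They were 93, 30, 142, 81, 87 and 110 with total counts only, 178, 47, 163, 114, 127 and 126 without the low-count filter, and 1162, 645, 846, 634, 650 and 691 with the replicate block. With total counts only, 60.2% of the calls over the time course (56 higher, 37 lower), 77.8% at 2 h (63 and 18) and 87.3% at 24 h (96 and 14) were higher, against 32.4% at 1 h (46 and 96). Without the filter, the 0.5 h calls were 34 higher and 13 lower, against 61 and 63 as reported. Other settings leaned the opposite way at 0.5 h. DESeq2 gave 112 higher and 155 lower there, and genes without a same-strand overlap gave 24 and 47. DESeq2 gave 578 genes over the time course, 267 at 0.5 h, 291 at 2 h and 356 at 24 h, and stayed within 1.5 times at 1 and 4 h. Among genes without a same-strand overlap, 193 passed over the time course, and 71, 195, 125 and 130 at 0.5, 1, 2 and 4 h. In fits of the compared groups alone, 2, 69, 79, 38 and 106 genes passed at 0.5, 1, 2, 4 and 24 h. Including 24 h in the time course gave 706 genes, and 1117 in DESeq2. The block without replicate 1 gave 1550 genes over the time course (621 higher, 929 lower) and 1096 at 24 h (463 higher, 633 lower). With the block and replicate 1, these were 583 higher and 579 lower, and 372 higher and 319 lower, so the balance of directions shifted toward lower genes.

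The fits that each left out one replicate number gave from 38 to 266 genes over the time course, 14 to 88 at 0.5 h, 75 to 196 at 1 h, 43 to 155 at 2 h, 64 to 182 at 4 h and 38 to 233 at 24 h. Some of these fits were less balanced than the reported one, with 51 higher and 19 lower genes over the time course without replicate 2 and 31 and 10 without replicate 3. At 0.5 h they gave 28 and 10 without replicate 2 and 11 and 3 without replicate 3, and at 24 h 35 and 3 without replicate 3. The number of sets past the threshold was 12, 7 with fry, and from 9 to 12 under the other alternatives. The early share of activated genes was 41.7% with the block and from 9.09% to 39.3% when one replicate was left out. That of repressed genes was 43.2% with total counts only, 53.2% without the filter and from 31.2% to 47.4% when one replicate was left out.

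The share of genes called at 0.5 h that kept their sign was 100% at 1, 2 and 4 h with total counts only and without the filter. At 24 h it was 100% and 95.7%, and 79% with DESeq2. With the block it was 84.5% at 4 h and 78.1% at 24 h. Called against DMSO 1 and 2 and followed against DMSO 3 and 4, it was 82.4%, 78.8%, 75.3% and 64.7% at 1, 2, 4 and 24 h. The reverse gave 100%, 86.5%, 78.4% and 75.7%. Leaving out one replicate gave 98.9% to 100% at 1 h and at 2 h, 96.6% to 100% at 4 h and 89.8% to 100% at 24 h.

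Of 165 alternatives for single gene set tests, 141 kept direction and side of the threshold, 15 were weaker and 9 reversed. The reversals concern mitosis at 0.5 h and ribosomal proteins at 4 and 24 h. For mitosis at 0.5 h, whose camera direction was up, the median was -0.0103 with total counts only, -0.00171 with the block and -0.0156 without overlapping genes, and from -0.0125 to 0.00963 when one replicate was left out. For ribosomal proteins at 24 h it was -0.00776 without the filter, where camera's direction was up, 0.0255 with the block, 0.0168 without overlapping genes, and from -0.0382 to 0.0043 when one replicate was left out. Ribosomal proteins at 4 h had passed the threshold with a median of 0.07. Their median was from 0.00400 to 0.0914 when one replicate was left out, and without replicate 1, camera's direction was down and the set no longer passed.

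Of 288 alternatives for named genes, 254 kept direction and side, 16 were weaker, 11 stronger and 7 reversed. The reversals concern 24 h values near 0. GREB1 was 0.0179 with total counts only and 0.00538 with the block, and from -0.0632 to 0.0128 when one replicate was left out. MYC was -0.0024 with median-of-ratios factors and -0.00577 with DESeq2, and from -0.0656 to 0.0344. RBBP8NL at 0.5 h lost its call whichever replicate was left out. FPR1 lost its call at 0.5 and 24 h without replicate 3 or 4, SFXN3 at 0.5 h without replicate 3 or 4, ZNF350-AS1 at 0.5 h and ZBTB16 at 24 h without replicate 3, and LINC02925 at 0.5 h without replicate 2. The median log2 fold change of all genes lay between -0.0185 and 0.0342 over the contrasts and scalings tried. Each scaling holds this median near 0, so the range does not show that total transcription was unchanged.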

Other observations

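The comparisons of single sets with other assignments, for hypoxia-inducible genes at 24 h and immediate-early genes at 1 h, were chosen only after those results were seen.

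The time-course count here was 335 with edgeR, from DMSO to 4 h and without the block. That is lower than the value quoted from the study above, which came from another tool. The study's time course ran to 24 h, and its text does not say which time points its test held. DESeq2's likelihood ratio test here gave 578 genes on the libraries from DMSO to 4 h and 1117 with the 24 h libraries included. In edgeR, the block gave 1162 genes, and the block without replicate 1 gave 1550, which is higher than the study's value.

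The gene counts were set against other assignments of the time labels to libraries within replicate numbers. These assignments part as many same-numbered pairs as the real one but mix time points. For the time course, 1 of 50 assignments, the real one, gave as many genes, both without and with the block. The largest count among the others was 1 without the block and 98 with it. For each contrast with DMSO, 1 of 8 assignments gave as many genes in both fits, and 8 assignments allow no smaller share, so that test is not decisive. With the block, other assignments reached 210 genes at 4 h and 337 at 24 h. For the number of gene sets past the threshold, 4 of 50 assignments gave as many without the block and 10 of 50 with it, so the number of sets did not stand apart.

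Replicate 1 libraries deviated together from the other replicates of their time points, with a mean correlation across genes of 0.578. After every library was thinned to 4408544 counts, it was 0.520. The Spearman correlation across genes of the mean replicate 1 deviation was -0.0623 with gene length and 0.0769 with GC content. Library size alone thus did not account for the shared deviation. The correlations with gene length and GC content were weak. No correction for either property was run, so neither was ruled out. The replicates were harvested at different times, and which step set replicate 1 apart was not tested. The 24 h calls without the block numbered 233 once replicate 1 was left out, against 225, and 170 genes were shared. With the block, leaving out replicate 1 moved the 24 h count from 691 to 1096. The count without the block was thus close with and without replicate 1, but the genes and the count with the block were not.

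A hypothesis was that responses of longer genes come later because polymerases must travel the gene. Across 649 genes called at 4 h with the block, the share of the 4 h change reached at 0.5 h fell with gene length (Spearman rho -0.175, permutation p 2e-05, two-sided). With mean count held constant, rho was -0.163 (permutation p 4e-05). Genes are not independent replicates. The median share was 0.444 in genes up to 39.7 kb, 0.434 in those from 40.1 to 141.8 kb and 0.262 in longer ones, so the fall lay in the longest genes. Elongation distance may contribute to the order of responses, and count depth did not account for the relation. The relation is weak and other gene properties were not tested.

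Another hypothesis was that neighboring genes respond together. Among genes called over the time course with the block, 114 adjacent pairs had the same direction, against a mean of 26.6 in 10000 shuffles (p 1e-04, the smallest the shuffles can give). The ratio of observed to shuffled pairs was 6.15 on the same strand and 2.62 on opposite strands, and the first is 2.35 times the second. Reads shared by neighbors on a strand may therefore explain part of it. Among pairs that do not overlap, 56 were called together against 16.5 in shuffles. Non-overlapping pairs on opposite strands were also above shuffles, 19 against 8.18 (p 0.001). Reads running past a gene's end on its strand would not give those pairs if the counting used strand, which is not stated. Shared reads and shared regulation were not separated.

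Disturbance of the cells by adding the ligands was examined through immediate-early genes. Per the labels, DMSO was added 24 h before harvest, so a disturbance 0.5 or 1 h before harvest would differ between the groups. Steps at the harvest itself were shared by the groups and were not tested. At 0.5 h they did not rise as a set (camera adjusted p 0.477, and 0.29 with the block, median log2 fold change 0.04, 18 of 31 genes up). At 1 h they were lower (camera adjusted p 4.7e-06, and 1.2e-06 with the block, median -0.11, 27 of 31 genes down), and 1 of 50 assignments, the real one, gave a camera p as small in both fits. A rise after the ligands were added was not seen, and the cause of the fall was not tested.

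Because one ligand recruits VHL, which also degrades hypoxia-inducible factors, hypoxia-inducible genes were tested. They were higher at 24 h (camera adjusted p 0.00286, and 0.000319 with the block, median log2 fold change 0.06, 21 of 29 genes up) and not past the threshold at 4 h (camera adjusted p 0.511, and 0.484 with the block, median 0.05, 18 of 29 genes up). At 24 h, 1 of 50 assignments was as extreme by camera p and 6 of 50 by the median (1 and 3 with the block). At 4 h, 26 of 50 were by camera p and 1 of 50 by the median (31 and 2 with the block), so the measures disagreed. A partial occupation of VHL by the ligand may contribute to the 24 h response, as a hypothesis. The libraries hold no cells without the degron treated with the ligands, so the ligands and the loss of TRPS1 cannot be told apart in these counts. The paper reports no loss of cell number in parental T47D cells given the ligands. Its PRO-seq of several degron clones used dTAG-13 alone, and the estrogen receptor target genes tended to move the same way. Neither experiment measured transcription after 24 h of both ligands.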
